# Astragalin Attenuates Bone Destruction and the Progression of Bone Metastasis in Breast Cancer

**DOI:** 10.3390/cancers17213442

**Published:** 2025-10-27

**Authors:** Sizhen Yang, Ying Zhang, Hao Qiu, Xu Hu, Tongwei Chu

**Keywords:** astragalin, breast cancer, osteoclastogenesis, bone metastasis

## Abstract

**Background:** Bone metastasis of breast cancer (BC) is a key reason for poor prognosis. Recently, natural ingredients derived from plants have been found to exert a broad anti-tumor effect and are considered to be promising candidates for adjuvant therapy. Astragalin (AS) was found to inhibit the progression of several types of tumors; however, the role of AS in regulating the bone metastasis of BC is still unclear. **Methods:** The effects of AS on the progression of bone metastasis of BC were detected in vivo through safranin O and fast green staining, in vivo living imaging and microCT. The BrdU assay and Annexin V-PI analysis were used to detect the effects of AS on the growth of BC cells. Furthermore, TRAP staining was performed to examine the formation of osteoclasts regulated by AS. A transcriptome was performed to explore the downstream effects of AS on regulating the growth of BC cells, and the mechanism was further confirmed by Western blot and real-time PCR. **Results:** Administration of AS could effectively attenuate the bone destruction and the progression of bone metastasis of BC. The growth of BC cells can be inhibited by AS by inducing ER stress-mediated upregulation of Ddit3. In addition, AS can also prevent osteoclastogenesis through inhibiting the activation of the AKT pathway. **Conclusions:** Our studies suggest that AS could be an ideal adjuvant therapy for attenuating the progression of bone metastasis of BC, since it can directly restrict the growth of tumor, as well as attenuate osteolysis.

## Simple Summary

Astragalin (AS) showed potential anti-tumor properties in various cancers; however, it is still unclear whether it affects the progression of bone metastasis in breast cancer (BC). In this study, AS markedly attenuated bone destruction and tumor growth. Further studies confirmed that AS can regulate the development of BC cells and osteoclasts. Flow cytometry indicated that AS can induce the apoptosis of both MDA-MB-231 and 4T1 cells in vitro. Transcriptome data indicated that Ddit3 was significantly upregulated by AS. Consistently, Ddti3 knockdown reversed the effects of AS on BC cells. Mechanically, AS-induced ER stress inhibited the activation of the AKT pathway. On the other hand, AS also directly inhibited osteoclastogenesis partly by inhibiting AKT. Our study revealed that AS is a promising treatment for bone metastasis in BC.

## 1. Introduction

Bone is one of the most common metastatic sites of breast cancer (BC) [1,2]. Patients with BC often suffer from a worse prognosis after bone metastasis. Bone metastasis of BC presents with osteolytic lesions, leading to hypercalcemia, pathological fracture, pain, and worse quality of life and prognosis. Finding a safe and effective therapy is critical to attenuate the progression of bone metastasis of BC and to prolong the lifetimes of patients.

The aberrant activation of osteoclasts (OCs) and their precursors (OCPs) is the key reason for osteolysis and the progression of bone metastasis of BC [3]. In the tumor microenvironment, OCPs differentiate into OCs in a RANK/RANKL-dependent or -independent manner [4,5]. Various cell types, such as tumor cells and stromal cells, modulate the formation and activation of OCs by releasing cytokines [5,6,7,8]. Several dominant pathways, including NF-κB, PI3K/AKT, JAK/STAT, and MAPK pathways, regulate the differentiation and function of OCs [5,9,10,11]. Consistently, for bone metastasis of BC, the dominant pharmacotherapies in clinics focus on targeting osteoclastogenesis. The two most commonly used therapies for bone metastasis of BC, denosumab and zoledronate, both exert their effects to inhibit osteolysis by targeting OCs. In theory, therapies targeting both the tumor microenvironment and tumor cells are ideal for improving the therapeutic effects on varieties of cancers. However, current therapeutic methods targeting cancer cells that colonize bone tissue are limited in the treatment of BC and should be further improved.

As an adjuvant therapy, bioactive ingredients derived from various plants are ideal candidates for treating cancer, improving the curative effects of traditional therapies, and can target both the tumor microenvironment and tumor cells [12,13,14]. Of these, Astragalin (AS), dominantly extracted from Astragalus, is a food-derived flavonoid that exerts therapeutic effects on multiple diseases, including cancer. In Chinese traditional medicine, Astragalus was a common Chinese herb to be used for anti-inflammation, regulating blood glucose and so on. It is stable at room temperature and is easily dissolved in DMSO or methyl alcohol. Previous studies showed AS can attenuate the proliferation of colon cancer cells, kidney cancer cells, lung cancer cells, etc. [15,16,17]. Furthermore, computational/experimental studies have shown that AS can suppress metastasis and angiogenesis in BC [18]. These results imply that AS could be a candidate for directly targeting BC cells while remodeling the tumor microenvironment in bone metastasis of BC. However, the detailed mechanisms of AS inhibiting BC should be further clarified. Therefore, in this study, we investigated the effects of AS on the fate of BC cells, as well as osteoclastogenesis, to verify its effects on the progression of bone metastasis in BC and explore the underlying mechanisms.

## 2. Methods and Materials

### 2.1. Cells and Treatment

Luciferase-labeled MDA-MB-231 and 4T1 cells were established following the manufacturer’s protocol through infection with UBI-MCS-EGFP-SV40-FIREFLY-Luciferase-IRES-Puromycin, and the cells were cultured with 5 μg/mL polybrene. After overnight incubation, the culturing medium was replaced, and the cells were screened in 4 μg/mL puromycin. For transfection with siRNA, BC cells were transfected with siRNA against human or mouse Ddit3 and IRE using INVI DNA RNA Transfection Reagent (Invigentech, CA, USA) for 24 h, as suggested by the manufacturer’s protocol. In some experiments, 20 μM AS was added after changing the culture medium. 

### 2.2. In Vitro Osteoclastogenesis Assays

Cells derived from bone marrow were rinsed out, filtered, and cultured with M-CSF (50 ng/mL) for 24 h. Then, non-adherent cells were transferred to new culture plates and cultured with M-CSF (50 ng/mL) and RANKL (100 ng/mL) to obtain bone marrow macrophages/monocytes (BMMs) [19]. In some experiments, SC79 was added to treat BMMs cells at 20 μM for 24 h, and then AS (20 μM, MedChemExpress LLC) or its vehicle, DMSO, was added. When detecting osteoclast formation, the cells were fixed in 4% paraformaldehyde for 30 min and then stained with TRAP staining solution (Wako, Japan), following the manufacturer’s instructions.

### 2.3. Quantitative Real-Time PCR 

Total RNA was extracted using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA). RNA was reverse transcribed using PrimeScript™ RT Master Mix (Takara Bio, Shiga, Japan), following the manufacturer’s instructions. cDNAs were used for detecting mRNA levels using the TB Green Premix Ex Taq II (Takara Bio, Shiga, Japan). GAPDH was used as the internal control. Primer sequences were as follows: human GAPDH (forward: 5′-AGACCTGTACGCCAACACAG and reverse: 5′-TTCTGCATCCTGTCGGCAAT-3′), mouse GAPDH (forward: 5′-TGTGTCCGTCGTGGATCTGA-3′ and reverse: 5′-CCTGCTTCAC CACCTTCTTGAT-3′), human IRE1 (forward: 5′-AATTGTGTACCGGGGCATGTc and reverse: 5′-TTCTCCGTGCAGAAGTAGCG-3′), mouse IRE1 (forward: 5′-CTGGCTTC TCATAGGACACCAT-3′ and reverse: 5′-TCTCGATGTTTGGGCAGGTT-3′), human Ddit3 (forward: 5′-ACCTCCT GGAAATGAAGAGGAAG-3′ and reverse: 5′-CAGTCAGCCA AGCCAGAGAA-3′), mouse Ddit3 (forward: 5′-GCTGGAAAGCAGC GCATGAA-3′ and reverse: 5′-GCGAGTCGCCTCTACTTCCC-3′), human ki67 (forward: 5′-TCCTTTGGTGGGCACCTAAGACCTG-3′ and reverse: 5′-TGATGGTTGAGGTCGTTCCTTG ATG-3′), mouse ki67 (forward: 5′-ACCATCATTGACCGC TCCTT-3′ and reverse: 5′-TTGACCTTCCCCATCAGGGT-3′), human Bcl2 (forward: 5′-GGGGTCATG TGTGTGGAGAG-3′ and reverse: 5′-GTTCCACAAAGGCATCCCAG-3′), mouse Bcl2 (forward: 5′-GACTGAGTACCTGAACCGGC-3′ and reverse: 5′-AGTTCCACAAAGGCAT CCCAG-3′), mouse PU.1 (forward: 5′-CCCGGAGTTCGACTTCGATT-3′ and reverse: 5′-TAACTGTAGTGTTCTGCGGC-3′), and mouse Oc-stamp (forward: 5′-ACTCA CAGTCAAATATG ACGCCT-3′ and reverse: 5′-GTAGAT GACAGTC GTGGGGC-3′).

### 2.4. Application of Small Interfering RNA (siRNA)

Small interference RNAs (siRNAs) targeting Ddit3(si-Ddit3) and IREI (si-IREI) were synthesized by GenePharma Co., Ltd. (Shanghai, China). The target sequences were as follows: negative control sense: 5′-UUCUCCGAACGUGUCACGUTT-3′ and antisense: 5′-ACGUGACACGUUCGGAGAATT-3′; si-Ddit3 sense: 5′-GGCAGCCACUUCAGCGAUCGA-3′ and antisense: 5′-UUUAUGUGA AGUGGAUCGCTT-3′; and si-IREI sense: 5′-ACUGGAGUUGUACGGCACGUG-3′ and antisense: 5′-UGUUGAGGCAGAGAAGGCUUG-3′. The cells were transfected with 100 nM siRNAs using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA), following the manufacturer’s instructions. After transfection for 48 h, the mRNA and protein levels were analyzed.

### 2.5. Western Blotting

Total protein was subjected to SDS-PAGE and transferred to a polyvinylidene difluoride (PVDF) membrane. Then, the membrane was blocked with 5% BSA and incubated with antibodies against Ddit3 (Affinity, AF6277,1:1000, Cincinnati, OH, USA), phosphorylated IRE1 (Affinity, AF7150,1:1000, Cincinnati, OH, USA), total protein of IRE1 (Affinity, DF7709,1:1000, Cincinnati, OH, USA), phosphorylated AKT (Affinity, AF0016, 1:1000, Cincinnati, OH, USA), total protein of IRE1 (Affinity, AF0836, 1:1000, Cincinnati, OH, USA), phosphorylated p38 MAPK (Affinity, AF4001, 1:1000, Cincinnati, OH, USA), total protein of IRE1 (Affinity, AF6456, 1:1000, Cincinnati, OH, USA), and β-actin (Affinity, AF7018, 1:1000, Cincinnati, OH, USA). Next, the samples were incubated with HRP-conjugated IgGs (ZSGB-Bio, ZB-2301, 1:5000, Beijing, China). Subsequently, the membranes were incubated with HRP-conjugated IgGs. The target proteins were assessed using an ECL system and were visualized using the ChemiDoc system (Bio-Rad, Hercules, CA, USA).

### 2.6. In Vitro Proliferation Assay and Apoptosis Assay

For the proliferation assay, the BrdU solution was added to the culture medium and incubated for 2 h. The rate of BrdU incorporation was detected using the Phase-Flow BrdU kit (Biolegend, San Diego, CA, USA), following the manufacturer’s instructions. For the apoptosis assay, the cells were detected using Annexin V/PI kit (BestBio, Shanghai, China), based on the manufacturer’s instructions. The BrdU assay and apoptosis assay were conducted via flow cytometry and using Beckman Cytoflex (Indianapolis, IN, USA).

### 2.7. Animal Experiments

Eight–ten-week-old female mice were used in this study. The mice were anesthetized with an intraperitoneal injection of 0.5% (*w*/*v*) pentobarbital sodium to induce general anesthesia. To establish the bone metastasis model, 5 × 10^5^ tumor cells were resuspended in PBS and injected into the tibias of anesthetized female wild-type or BALB/c-nu/nu nude mice. AS was intraperitoneally (i.p.) injected for 5 consecutive days at a concentration of 20 mg/kg, the same volume of DMSO was used as a control. Bioluminescence images were captured 3 weeks after injecting BC cells. Histochemical analysis and μCT analysis were conducted 3 weeks after injecting BC cells. For the in vivo BrdU assay, cancer cells were labeled with Dil (1 µL per 1 mL culture medium) for 1 h. Then, Dil-labeled cells were injected into the tibias (200,000 cells per leg). Furthermore, 200 µL of BrdU solution (10 mg/mL) was intraperitoneally injected 12 h and 3 h before harvesting. Then, BrdU incorporation in cancer cells was detected via flow cytometry using the gating strategy (Dil-PE+: BrdU-FITC-) [20]. For the dose, since BrdU assay was detected at an early stage; thus, AS was injected only once, and we increased the dose. After reaching the detection time point, the mice were euthanized using the carbon dioxide asphyxiation method. Animal experiments were approved by the Laboratory Animal Welfare and Ethics Committee of the Army Medical University (approval no. AMUWEC20245293).

### 2.8. Bioluminescence Imaging (BLI)

Male C57BL/6 and nude mice aged 6 to 8 weeks were used for experiments. To establish the bone metastasis model, BC cells were injected into the tibia following a previously described standard method [21]. Mice were intraperitoneally injected with 75 mg/kg D-Luciferi. Bioluminescence images were acquired by using the IVIS Imaging System (Perkin Elmer, Waltham, MA, USA) after 2–5 min. Analysis was conducted by measuring photon flux within the interest area.

### 2.9. M. CT Analysis

A Bruker Skyscan 1174 X-ray microtomograph system (Kontich, Belgium) with an isotropic voxel size of 12.0 μm was used to capture the images of the tibias. Scans were conducted in 4% paraformaldehyde, with an X-ray tube potential of 50 kV and an intensity of 800 μA. For trabecular bone analysis, a 0.6 mm region, 0.1 mm below the growth plate to a 0.6 mm distance, was contoured. All images represent the respective groups. 

### 2.10. Transcriptome

Total RNA was extracted from 4T1 cells that were treated with or without AS for 24 h. RNA-seq was conducted by Phalanx Biotech Group (Taiwan, Zhubei City, China). The probe content was in accordance with version 19.0 of the Sanger miRBase database. The signal intensity of each spot was calculated using the R program (2.12.1). The median value of repeating spots was selected for future analysis. We filtered out the spots, which flagged < 0 within the array. Spots passing the criteria were normalized using the invariant set normalization method. Normalized spot intensities were transformed into gene expression log2 ratios between the control group and treatment group using the pair-wise *t*-test. The spots with a |log2 ratio| ≥ 0.585 and a *p* value < 0.05 were selected for analysis. Differential gene expression was identified using DESeq2 (v1.36.0) in R (v4.2.0), with significance defined as FDR < 0.05 and |log2FoldChange| > 1. The resulting DEGs were used as inputs for GO, KEGG, and GSEA functional enrichment analyses conducted using clusterProfiler (v4.4.4). The token is cradqwqkjxglhcr.

### 2.11. Histochemical Analysis

Bone tissues were decalcified using tetrasodium EDTA. Tissue specimens were dehydrated by passage through an ethanol series, cleared twice in xylene, embedded in paraffin, and sectioned at 8–10 μm thickness. For safranin O-fast green staining, the sections were immersed in 0.1% safranin O solution for 3 min. Then, the samples were immersed in 0.1% fast green solution for 1 min. Color separation was conducted using 1% acetum. 

### 2.12. Statistical Analysis

Data are presented as the mean ± SD per experimental condition. Differences between two groups were evaluated using a two-tailed Student’s *t* test. More than two groups were compared using one-way ANOVA, followed by a post hoc Dunnett’s test. Differences with *p* < 0.05 were considered statistically significant.

## 3. Results

### 3.1. AS Inhibited the Progression of Bone Metastasis in BC

To detect whether AS affects bone metastasis in BC, 4T1 cells, a murine BC cell line, and MDA-MB-231 cells, a human BC cell line, were injected into the tibias of Balb/c mice and nude mice, respectively. Then, AS was injected intraperitoneally for 5 consecutive days (Figure 1A,B). Using bioluminescence imaging (BLI), we found that the lesion sizes at the tibias of mice were significantly decreased after treatment with AS. Consistently, trabecular area was preserved after treatment with AS (Figure 1C–H). Taken together, these findings indicate that AS attenuated bone metastasis in BC. 

### 3.2. AS Inhibited the Growth of BC Cells Both In Vitro and In Vivo

Since treatment with AS reduced the tumor volume, we investigated whether AS affects the proliferation or apoptosis of BC cells. The cells were treated by AS at different doses reported in a previous study [22]. Real-time PCR revealed that AS at a concentration of 20 μM, but not at 5 μM and 10 μM, significantly downregulated the mRNA levels of ki-67 and Bcl-2 in MDA-MB-231 cells (Figure 2A). Flow cytometry indicated that in the AS-treated group, BrdU incorporation in MDA-MB-231 cells was markedly decreased, and the percentage of apoptotic cells was significantly increased (Figure 2B,C). Similarly, AS inhibited the proliferation of 4T1 cells and promoted their apoptosis (Figure 2D–F). To investigate whether AS inhibited the growth of BC cells in vivo, BC cells were labeled and injected into the tibias. The BrdU assay indicated that AS significantly decreased the proliferation of MDA-MB-231 cells and 4T1 cells in vivo (Figure 2G,H). These results suggest that AS can inhibit proliferation and induce the apoptosis of BC cells both in vivo and in vitro.

### 3.3. AS Inhibited the Growth of BC Cells by Upregulating Ddit3

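The RNA-sequencing data behind this experiment came from 1 library of 4T1 cells treated with 20 μM AS for 24 h and 1 library of 4T1 cells treated with the vehicle. 4T1 is a murine mammary carcinoma line, and AS is a plant flavonoid. With 1 library per condition, none of the differences between these libraries has a replicate check, and intervals given beside them cover counting error only. The authors deposited 1 table of 14197 genes with the RPKM of each library and, per gene, a log2 fold change, a mean log2 CPM, a p-value and an FDR. RPKM is the number of reads per kilobase of exon, scaled to the number of reads of the library. The paper's text does not name the genome build, the gene annotation, the aligner or the filter on low genes for this experiment. The RPKM and the mean log2 CPM together gave back whole reads for 14189 of the genes (99.9%), and the reads on all genes summed to 44820047 in the AS library and 50723555 in the vehicle library. The summed exon lengths implied by these reads were equal to those of the GENCODE M21 annotation of the mouse genome (GRCm38) for 94.2% of the 13495 genes with a single entry there, so coordinates are given from that annotation. The library sizes behind the RPKM differed 1.13-fold, as did the recovered reads, so the deposited values are scaled to the library totals and carry no further normalization between the libraries. No gene was listed at 0 in either library. The lowest mean over both libraries was 29.5 reads, and a minimum of 10 reads therefore removed no gene. Fold changes were computed as the log2 ratio of AS to vehicle after 0.1 RPKM was added to both values, which understates the change of low genes. Over all genes the median log2 fold change was 0.07, and 60.9% of the genes were higher in the AS library. Against scaling of the recovered reads to the library totals, TMM normalization lowered every log2 fold change by 0.07. The medians of gene lists were compared with those of 10000 random lists of the same size drawn from genes of similar mean expression, as a description of these libraries and not as a test of the conditions. No molecular identifiers are named for the libraries, and reads without them are not independent molecules.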

To investigate how AS inhibits the growth of BC cells, 4T1 cells treated with AS or the vehicle were analyzed through RNA-sequencing. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis identified genes enriched in the cell cycle pathway and apoptosis pathway (Figure 3A). 

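The genes of both pathways were taken from lists written after the layout of the KEGG pathways, since no KEGG file was used here, and 116 of 122 cell cycle genes and 101 of 113 apoptosis genes were in the table. Among the cell cycle genes, Cdc6 alone passed a log2 fold change of 1 in either direction. Cdc6, which encodes a replication licensing factor and lies on chromosome 11 from 98907801 to 98923940 on the plus strand, had an RPKM of 1.75 with AS and 3.98 with the vehicle, from 411 and 1058 reads, a log2 fold change of -1.14. The median of the matched random lists held 1 gene past the threshold upward and 0 downward. At the study's other fold threshold, a log2 ratio of at least 0.585, 9 cell cycle genes were lower with AS and 1 was higher, against 2 lower and 3 higher in the median random list, and the number of lower genes stood at percentile 99.96 of the random lists. Of the apoptosis genes, Ddit3 and Ern1, the gene of IRE1, were higher by more than the threshold of 1 and Endog was lower. Endog, an endonuclease gene on chromosome 2 from 30171493 to 30174069, had only 31 reads with AS and 77 with the vehicle. Its log2 fold change was -1.03, and -1.13 from the reads alone. The 95% Clopper-Pearson interval of the reads was from -1.79 to -0.52. The 2 rises lay at percentile 93.1 of the random lists. At 0.585, 5 apoptosis genes were higher and 1 was lower, against 3 and 2 in the median random list. The median log2 fold change of the apoptosis list was 0.06, at percentile 60.0 of the random lists, so the list as a whole did not stand apart from other genes of similar expression. The alternative that moved it most was the Reactome apoptosis set of 131 genes, whose median of -0.05 was at percentile 0.345. When an exact negative binomial test of the recovered reads with an assumed coefficient of variation of 0.2 was required in addition to the fold threshold, 0 cell cycle genes and 1 apoptosis gene remained.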

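The cell cycle list as a whole was lower in the AS library. Its median log2 fold change was -0.10, below the medians of all 10000 matched random lists, and 25% of its genes lay above the median of all genes. With all 14197 genes ranked by log2 fold change, the running-sum enrichment score of the list was -0.43 and the normalized enrichment score was -1.94, with a lower score than in any of 10000 random lists of the same size. The normalized score moved most with unweighted genes, to -4.04, and was -2.43 for the 441 genes of the Reactome cell cycle set. Ranked by the exact binomial test of the reads, which compares the libraries and not the conditions, it was -1.47, at percentile 0.71 of the random lists. The shift was made of many small differences. Of 42 genes expressed in S phase, 10 fell by at least 0.585 on the log2 scale and 0 rose by as much, and their median was -0.39. Of 54 genes expressed in G2 and M phase, 1 fell by as much, and their median was -0.14. The medians of both lists lay below those of all matched random lists. TMM normalization moved the medians of these lists and of all genes down alike, and no direction changed.

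**Figure D1:**
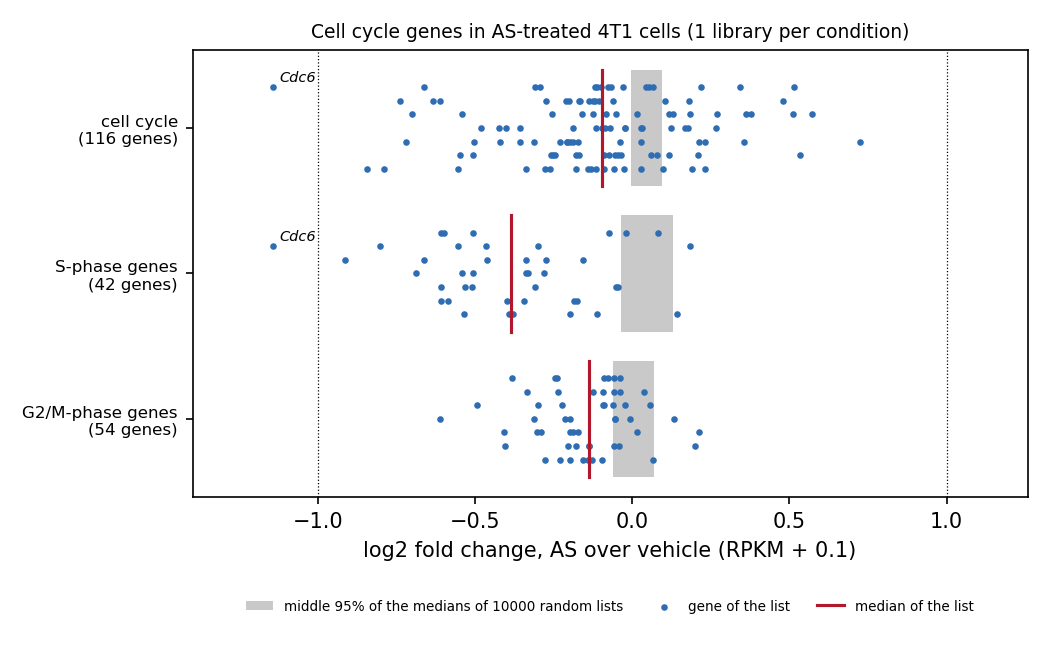
Log2 fold change of AS over vehicle (horizontal axis) for each gene of the cell cycle, S-phase and G2/M-phase lists (points, 1 library per condition; the height of a point within its row has no meaning). Red bars mark the medians of -0.10, -0.39 and -0.14, grey bands the middle 95% of the medians of 10000 random lists matched on expression, and dotted lines a log2 fold change of 1 in either direction, which Cdc6 alone passes.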

Gene Set Enrichment Analysis (GSEA) also showed that the cell cycle pathway was significantly downregulated in the AS-treated group (Figure 3B). Among differentially expressed genes, the mRNA expression level of Ddit3 was significantly upregulated in the AS-treated group, which was reported to be associated with cellular apoptosis and proliferation (Figure 3C). 

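Ddit3 encodes the transcription factor CHOP and lies on chromosome 10 of GRCm38 from 127290774 to 127296288 on the plus strand, where the annotation also holds a short entry of the same name inside it, from 127290829 to 127293753. Its RPKM was 101 with AS and 31.5 with the vehicle, from 7767 and 2745 reads. The log2 fold change was 1.68, with a 95% Clopper-Pearson interval from 1.62 to 1.74 that covers counting error only. Among the alternative scalings and added amounts, upper-quartile scaling moved it most and gave 1.60. In all, 138 genes had a log2 fold change beyond 1, of which 94 were higher and 44 lower with AS, and Ddit3 was number 27 among all genes by the size of its change. The count depended most on the spread assumed between replicates. In an exact negative binomial test of the recovered reads with the same fold threshold and a Benjamini-Hochberg adjusted p-value under 0.05, it was 163 genes at an assumed coefficient of variation of 0.1, 21 at 0.2 and 3 at 0.4. Ddit3 was among the 21 genes, with an adjusted p-value of 0.0472 in the exact test at 0.2, and was not among the 3. In the authors' deposited table, 166 genes had an FDR under 0.05 and a log2 fold change beyond 1, and the p-values of that table were matched most closely by the exact test at 0.1. The largest rises among the 138 genes with a mean of at least 100 reads were those of Slc7a11, Aldh3a1, Trib3, Gsta1 and Gm17114. Slc7a11, on chromosome 3 from 49892526 to 50443614, rose from 0.478 to 6.31 RPKM. Its log2 fold change was 3.47, and 3.72 from the reads alone. Aldh3a1 and Trib3 had log2 fold changes of 2.36 and 2.10. Those of Gsta1 (1.96) and Gm17114 (1.96) are uncertain, since Gsta1 has near-identical copies and Gm17114 is annotated as overlapping the 3' end of another gene, and the authors' counting of such reads is not stated. The largest falls were those of Gm54587, Rn7s1, Gm54754, Mir6236 and Gm55118, from -5.16 to -1.92, all genes with exons of 338 bases or fewer in sum, and Rn7s1 is a copy of the 7SL RNA, which has no poly(A) tail. The 10 genes drawn in Fig. 3C were all higher with AS in the table, with log2 fold changes from 1.10 for Lars to 2.36 for Aldh3a1. Among them Asns had an RPKM of 48.3 with AS and 14.3 with the vehicle, and Slc7a5 an RPKM of 45.03 and 17.5. Of Ddit3, the paper states that it was reported to be associated with apoptosis and proliferation, and it goes on to measure the gene by real-time PCR.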

Real-time PCR analysis confirmed that the mRNA level of Ddit3 in MDA-MB-231 cells and 4T1 cells was significantly upregulated in the AS-treated group (Figure 3D). Then, the knockdown of Ddit3 was demonstrated at the mRNA level in MDA-MB-231 cells and 4T1 cells (Figure 3E). Consistently, Ddit3 knockdown reversed the effects of AS on the proliferation (Figure 3F,H) and apoptosis (Figure 3G,I) of BC cells. These results suggest that Ddit3 is a key downstream mediator of the effects of AS on the growth of BC cells.

### 3.4. The IRE1-AKT Pathway Regulates the Expression of Ddit3 in BC Cells

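For the ER terms, a list of 97 genes of the response to endoplasmic reticulum stress and a list of 47 genes of the unfolded protein response were set against the table, which held 93 and 44 of them. In the first list 7 genes rose by more than 1 on the log2 scale and 0 fell, against 0 in either direction in the median random list, and no random list of 10000 held more rises. The rises were those of Trib3, Ddit3, Stc2, Ppp1r15a, Nupr1, Atf3 and Ern1. Stc2 had an RPKM of 2.32 with AS and 0.856 with the vehicle, a log2 fold change of 1.34, and Ppp1r15a, the gene of the GADD34 protein, an RPKM of 20.3 and 9.01 and a log2 fold change of 1.17. At a threshold of 0.585, 11 genes rose and 0 fell. Of the unfolded protein response list, Ddit3, Stc2, Ppp1r15a, Atf3 and Ern1 rose by more than 1 and 0 genes fell by as much. Atf3 had an RPKM of 5.28 with AS and 2.44 with the vehicle, a log2 fold change of 1.08 with a 95% Clopper-Pearson interval of its reads from 0.90 to 1.33. With the exact negative binomial test at an assumed coefficient of variation of 0.2 added to the fold threshold, 2 genes of the first list and 1 of the second remained. The lists as a whole did not stand apart. The median log2 fold change was 0.06 for the first, which turned to -0.0035 with TMM normalization of the reads, and 0.11 for the second, at percentiles 82.2 and 94.6 of the matched random lists. Their means, which weigh the few large rises more, were 0.18 and 0.20 and lay at percentiles 100 and 99.97.

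**Figure D2:**
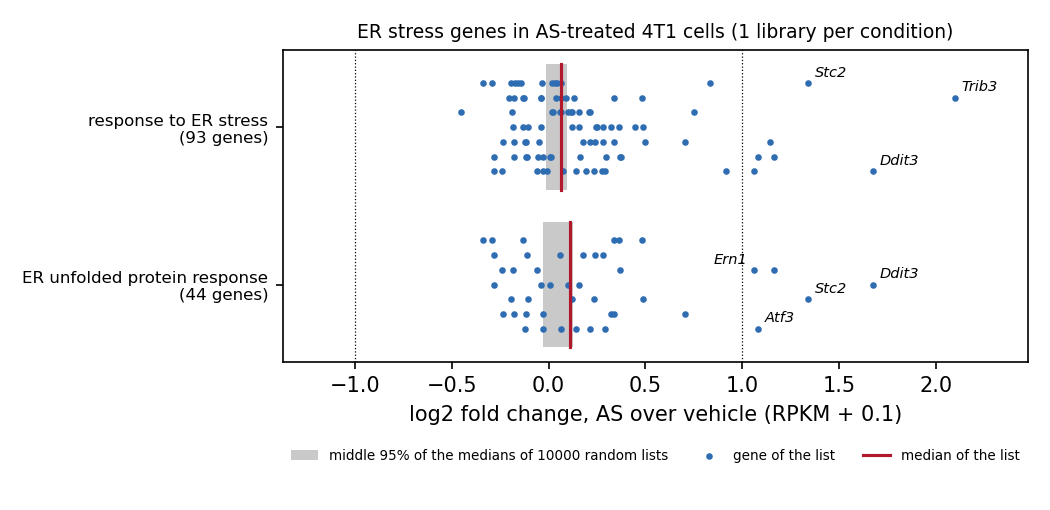
Log2 fold change of AS over vehicle (horizontal axis) for each gene of the lists of the response to ER stress and of the ER unfolded protein response (points, 1 library per condition; the height of a point within its row has no meaning). Red bars mark the medians of 0.06 and 0.11, which lie within the grey bands of the middle 95% of the medians of 10000 random lists matched on expression, and the dotted lines mark a log2 fold change of 1 in either direction, passed upward by 7 and 5 genes.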

GO analysis indicated that “response to endoplasmic reticulum stress” and “endoplasmic reticulum unfolded protein response” were significantly changed in the AS-treated group compared to the control group (Figure 4A). Interestingly, Ddit3 was found to be involved in endoplasmic reticulum stress; thus, we hypothesized that endoplasmic reticulum stress may regulate the expression of Ddit3 after treatment with AS. As expected, the mRNA expression of IRE1 was significantly upregulated in 4T1 cells and MDA-MB-231 cells (Figure 4B). Then, the knockdown of IRE1 was demonstrated at the mRNA level in MDA-MB-231 cells and 4T1 cells (Figure 4C). Western blotting indicated that the protein levels of Ddit3 and the phosphorylation levels of IRE1 were markedly upregulated in the AS-treated group (Figure 4D,E, Supplementary Document S1–S4). Since the ATK pathway and the p38 MAPK pathway are downstream of IRE1, we detected the activation status of these pathways after IRE1 knockdown. IRE1 knockdown significantly downregulated the protein levels of total IRE1 (Figure 4D,E). In addition, treatment with AS significantly inhibited the levels of phosphorylated AKT but had little effect on p38 MAPK activation (Figure 4D,F). In addition, phosphorylated AKT was upregulated after IRE1 knockdown (Figure 4D,F). These results suggest that AS can regulate the activation of IRE1 and the AKT pathway in 4T1 cells. Furthermore, IRE1 knockdown was found to reverse the effects of AS on the mRNA expression of Ddit3 (Figure 4G). Similarly, activation of the AKT pathway reversed the effects of AS on the mRNA expression of Ddit3 (Figure 4H). Taken together, we found that the IRE1-AKT pathway plays a key role in AS-mediated regulation of Ddit3 expression in 4T1 cells.

### 3.5. AS Inhibited Osteoclastogenesis in the Bone Metastasis of BC

We next explored whether AS affected the severity of osteolysis. microCT revealed that AS can effectively prevent bone destruction (Figure 5A–C). TRAP staining showed that the number of OCs was significantly decreased in the AS-treated group compared to the control group (Figure 5A,D). Furthermore, we confirmed that AS negatively regulates OC formation in vitro (Figure 5E). The expression of osteoclastogenesis biomarkers was significantly downregulated in the AS-treated group compared to the control group. This effect was reversed by SC79, an AKT agonist (Figure 5F). Our findings indicated that AS can directly inhibit OC formation both in vitro and in vivo.

### 3.6. AS Inhibited Osteoclastogenesis Partly by Inhibiting the AKT Pathway

Since we found that AS can regulate the AKT pathway, and this pathway was reported to be involved in osteoclastogenesis, we detected the activation of the AKT pathway in OCPs after treatment with AS or vehicle. As expected, treatment with AS significantly inhibited AKT phosphorylation in OCPs (Figure 6A). Furthermore, the AKT agonist, SC79, reversed the effects of AS on osteoclastogenesis (Figure 6B). These results suggest that AS inhibited OC formation partly by inhibiting AKT activation.

## 4. Discussion

BC and its complications have been challenging worldwide. Recent studies have increasingly attempted to promote the therapeutic outcomes by adopting new strategies, such as minimally invasive techniques [23,24]. In addition, natural components of plants were found to be promising agents for adjuvant therapy. AS is an effective flavonoid with therapeutic effects across multiple diseases [25]. Generally, it possesses anti-inflammatory properties and promotes tissue regeneration [25,26,27]. Furthermore, AS was found to prevent inflammatory osteolysis [28,29], suggesting that AS can affect bone homeostasis. In this study, we found that AS can attenuate tumor-associated osteolysis, at least in the bone metastasis of BC. Compared to inflammatory osteolysis, tumor-associated osteolysis showed a more complex mechanism. In addition to inflammatory cytokines, other bioactive ingredients, such as tumor cell metabolites and chemokines, are involved in the formation of the tumor microenvironment. Thus, our findings suggest that AS can prevent bone loss. As previously mentioned, although current therapies for treating bone metastasis of BC focus on inhibiting the function of osteoclasts and bone loss, tumor cells are hardly cleared directly. Here, we found that AS acted as a potent bioactive ingredient inducing cell death in both human and murine BC cells, showing promising capacity to be utilized as an adjuvant treatment of current therapies used in clinics to help restrict the viability of tumor cells, directly inhibit the growth of tumor, and prevent bone destruction.

Transcriptomic analysis revealed that Ddit3 is a key regulator of AS-mediated BC cell death. Ddit3 can induce the apoptosis of various cell types, including BC cells, which is consistent with our findings [30,31,32]. Notably, GO analysis revealed that endoplasmic reticulum (ER) stress was significantly changed after treatment with AS. Furthermore, we found that knocking down IRE1, the key regulator of ER stress, can significantly inhibit the expression of Ddit3, suggesting that AS may regulate BC cell death through Ddit3 and ER stress. Consistently, it was previously reported that Ddit3 is involved in ER stress-induced apoptosis of lung cancer cells [30]. The AKT and p38 MAPK pathways were reported to be associated with ER stress and Ddit3 expression; however, we found that IRE1 significantly regulated AKT, but not p38 MAPK, after treatment with AS. Some studies reported that the p38 MAPK pathway could regulate the expression of Ddit3 in BC cells [33,34]. Together, these findings suggest that Ddit3 is regulated by distinct pathways based on the circumstance, and AS promotes the expression of Ddit3, mainly through the AKT pathway.

## 5. Conclusions

Targeting osteoclastogenesis is a key strategy for improving the outcome of bone metastasis in BC; however, there is a lack of effective therapies to limit the viability of tumor cells. Our results indicated that AS could exert dual effects on both the tumor microenvironment and the growth of tumor cells. We firstly found that the cell death of BC cells could be induced by AS in a Ddit3-based manner. The AKT pathway was important in mediating the effects of AS on both the cell death of BC cells and osteoclastogenesis. In summary, we found that AS can promote the apoptosis of BC cells through ER stress-mediated apoptosis and inhibit osteoclastogenesis. AS is a promising treatment for the bone metastasis of BC. Here, we found that AS can simultaneously target cancer cells and osteoclasts, making it a promising adjuvant therapy for bone metastasis in BC.

## Figures and Tables

**Figure 1:**
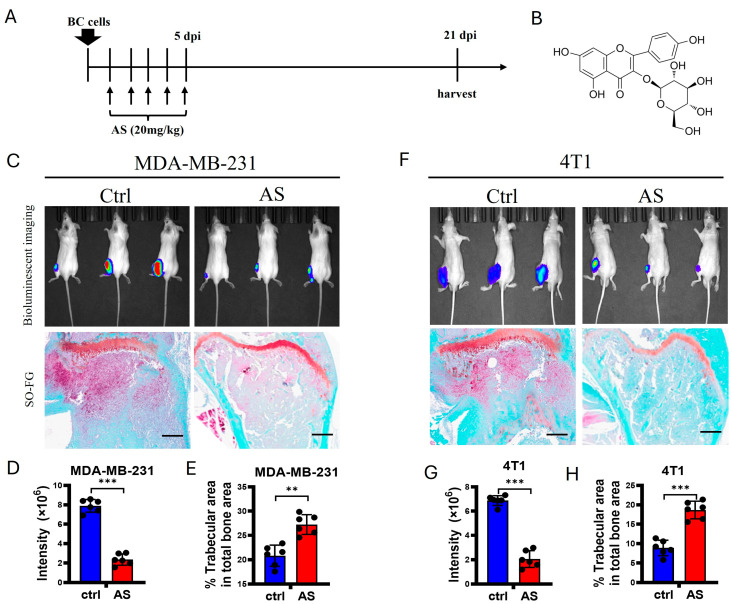
AS attenuated the progression of bone metastasis in BC. (**A**) Schematic diagram showing experimental models of bone metastasis in BC treated with AS. (**B**) The structure of AS. (**C**) Local inoculation of MDA-MB-231 cells into the tibias of nude mice, followed by treatment with AS. Representative bioluminescence images at 3 weeks (**upper**) and safranin O-fast green staining of tibias at 3 weeks (**lower**, scale bar = 100 μm) (*n* = 6 mice per group for BLI; *n* = 6 mice per group for histochemical staining). (**D**,**E**) Quantification of bioluminescence signaling intensity in C (**D**) and the percentage of trabecular area in C (**E**). (**F**) Wild-type (WT) mice locally inoculated with 4T1 cells in their tibias and treated with AS. Representative bioluminescence images (**upper**) and safranin O-fast green staining of tibias at 3 weeks (**lower**, scale bar = 100 μm) (*n* = 6 mice per group for BLI; *n* = 6 mice per group for histochemical staining). (**G**,**H**) Quantification of bioluminescence signaling intensity in F (**G**) and the percentage of trabecular area in F (**H**). Ctrl, control group; BC, breast cancer; AS, astragalin; dpi, days after injection. ** *p* < 0.01; *** *p* < 0.001.

**Figure 2:**
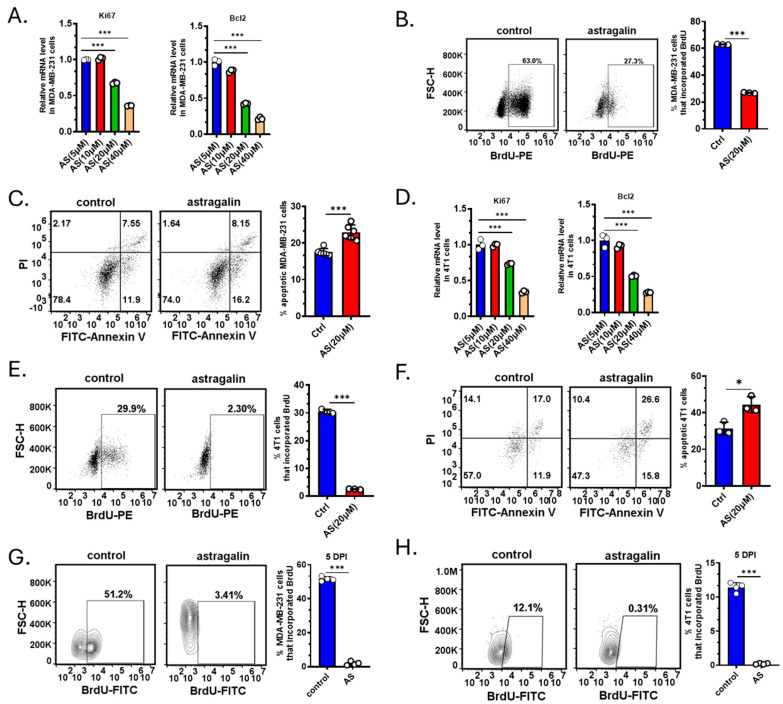
AS inhibited BC cell growth. (**A**) Real-time PCR detecting the mRNA levels of ki-67 and Bcl-2 in MDA-MB-231 cells after treatment with AS (5, 10, 20, and 40 µM) for 48 h. (**B**) Representative flow cytometry images showing BrdU incorporation in MDA-MB-231 cells after treatment with AS (20 µM) or vehicle (**left**) and the quantification results (**right**). (**C**) Representative flow cytometry images showing the apoptotic rate in MDA-MB-231 cells after treatment with AS (20 µM) or vehicle (**left**) and the quantification results (**right**). (**D**) Real-time PCR analysis detecting the mRNA levels of ki-67 and Bcl-2 in 4T1 cells after treatment with AS (5, 10, 20, and 40 µM) for 48 h. (**E**) Representative flow cytometry images showing the proportion of BrdU incorporation in 4T1 cells after treatment with AS (20 µM) or vehicle (**left**) and the quantification results (**right**). (**F**) Representative flow cytometry images showing the apoptosis rate in 4T1 cells after treatment with AS (20 µM) or vehicle (**left**) and the quantification results (**right**). (**G**,**H**) MDA-MB-231 cells or 4T1 cells were labeled with Dil dye and then injected into the tibias. Flow cytometry analysis detecting BrdU incorporation in MDA-MB-231 cells (**G**) or 4T1 cells (**H**) after treatment with AS (40 mg/kg) or vehicle at a specific time point. AS, astragalin; ctrl, control. * *p* < 0.05; *** *p* < 0.001.

**Figure 3:**
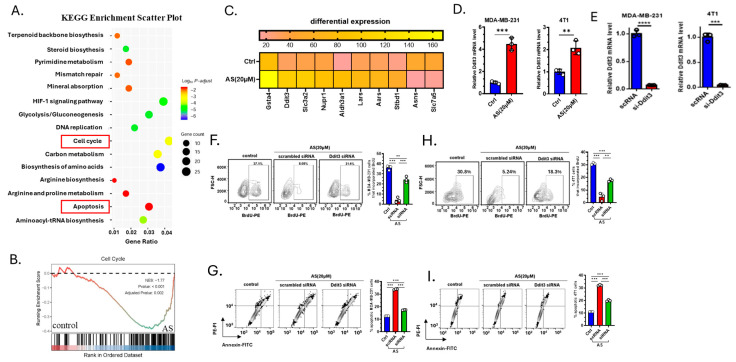
Ddit3 is a key regulator of AS-mediated inhibition of BC cell growth. (**A**) KEGG enrichment analysis showing differentially expressed pathways in the AS-treated group compared to the control group. (**B**) GSEA indicating that the cell cycle pathway was significantly inhibited in the AS-treated group compared to the control group. (**C**) Heatmap of the top 10 differentially expressed genes. (**D**) Real-time PCR analysis detecting the mRNA levels of Ddit3 in MDA-MB-231 (**left**) or 4T1 cells (**right**) after treatment with AS or vehicle. (**E**) The mRNA level of Ddit3 in MDA-MB-231 cells and 4T1 cells transfected with si-Ddit3 was detected by real-time PCR. (**F**,**H**) Representative flow cytometry images of BrdU incorporation in MDA-MB-231 (**F**) and 4T1 (**H**) cells after treatment with AS with or without transfection of Ddit3 siRNA (**left**) and quantification (**right**). (**G**,**I**) Representative flow cytometry images of apoptotic MDA-MB-231 (**G**) and 4T1 (**I**) cells after treatment with AS with or without Ddit3 knockdown (**left**) and the quantification results (**right**). AS, astragalin; ctrl, control. ** *p* < 0.01; *** *p* < 0.001. **** *p* < 0.0001.

**Figure 4:**
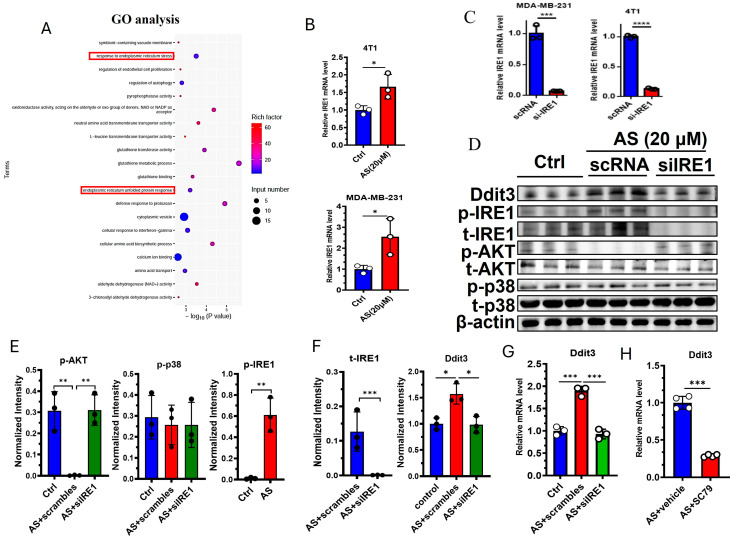
AS inhibited the expression of Ddit3 by regulating the IRE1-AKT pathway. (**A**) GO analysis indicating that ER stress pathways significantly changed in the AS-treated group. (**B**) Real-time PCR analysis detecting the mRNA levels of IRE1 in MDA-MB-231 cells or 4T1 cells. (**C**) The mRNA level of IRE1 in MDA-MB-231 cells and 4T1 cells transfected with si-IRE1 was detected by real-time PCR. (**D**) Western blotting detecting the levels of total and phosphorylated IRE1, AKT, and p38 after treatment with AS with or without IRE1 knockdown. (**E**,**F**) Quantification of C. (**G**) Real-time PCR analysis detecting the mRNA levels of Ddit3 in 4T1 cells treated with AS with or without IRE1 knockdown. (**H**) Real-time PCR analysis detecting the mRNA levels of Ddit3 in 4T1 cells treated with AS in the absence or presence of SC79. AS, astragalin. * *p* < 0.05; ** *p* < 0.01, *** *p* < 0.001.

**Figure 5:**
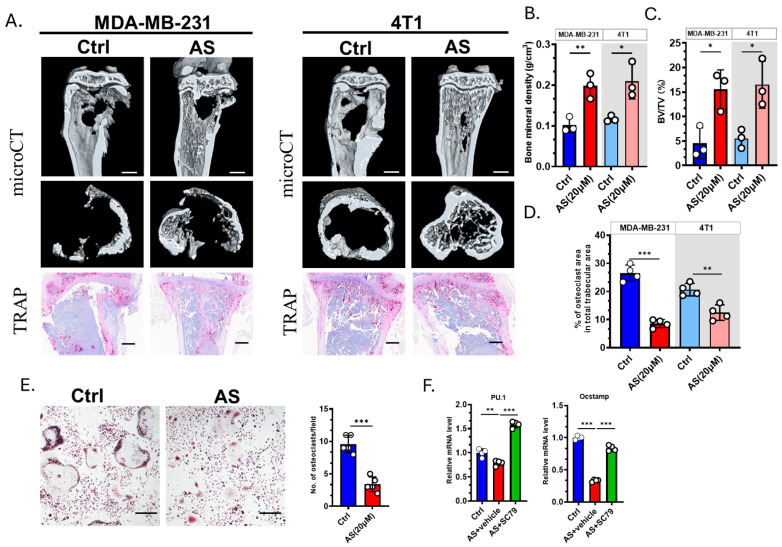
AS inhibited osteoclastogenesis and attenuated bone destruction. (**A**) Representative images of microCT (**upper**; scale bar = 1 mm) or TRAP staining (**lower**; scale bar = 100 μm) detecting bone destruction after injecting MDA-MB-231 cells or 4T1 cells in the AS-treated group or control group. (**B**) Quantification of bone mineral density in microCT analysis in A. (**C**) Quantification of bone volume/tissue volume (BV/TV) in microCT in A. (**D**) Quantification of the number of osteoclasts after TRAP staining in A. (**E**) TRAP staining for detecting the number of osteoclasts in the AS-treated group and the control group (**left**, Scale bar = 200 μm) and the quantification results (**right**). (**F**) Real-time PCR analysis showing the mRNA levels of osteoclastogenic biomarkers in the AS-treated group in the absence or presence of SC79. AS, astragalin; ctrl, control. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 6:**
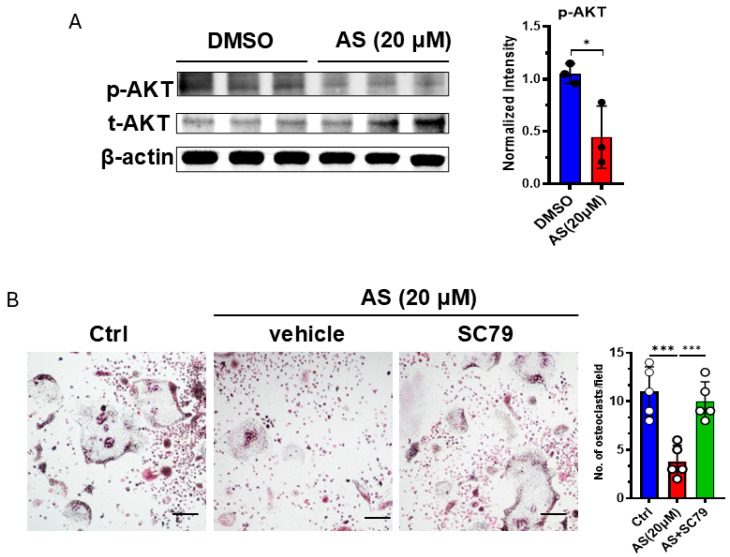
AS inhibited osteoclast formation by regulating the AKT pathway. (**A**) Western blotting for detecting the levels of phosphorylated and total AKT in the AS-treated group or the control group (**left**) and the quantification results (**right**). (**B**) TRAP staining for detecting the number of osteoclasts after stimulation with AS in the absence or presence of SC79 (**left**; scale bar = 200 μm) and the quantification results (**right**). AS, astragalin. * *p* < 0.05; *** *p* < 0.001.

## Data Availability

The data supporting this report’s findings are available from the corresponding author upon reasonable request. The RNA-Seq data have been submitted to the NCBI Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE273845) (accessed on 31 August 2025) under accession numbers GEO: GSE273845.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers17213442/s1, Supplementary Document S1–S4.

How the deposited data were processed for this re-analysis (not part of the article)

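4T1 cells, a murine breast cancer line, were treated with 20 μM AS or the vehicle for 24 h, and 1 RNA-seq library was made per condition from a stranded mRNA preparation. The authors deposited 1 table of 14197 genes for both libraries. It lists genes by symbol, and it holds the RPKM of each library, as made by the authors. The authors also give a log2 fold change of AS over vehicle, a log2 of the mean CPM, and a p-value with its FDR per gene, and the deposited FDR is equal to the Benjamini-Hochberg adjustment of the deposited p-values over the table. The RPKM unit is not named in the deposited table and was found from its values. The paper's methods name DESeq2 for the authors' differential expression with an FDR under 0.05 and a log2 fold change beyond 1, and in the same paragraph describe an array workflow with a log2 ratio of at least 0.585. The aligner, the counting, the genome build and the filter that left these genes are not stated. All columns of the table were used.

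Each gene's ratio between the 2 RPKM columns is a ratio of whole reads times 1 constant, and the mean log2 CPM fixes the number of reads. Whole reads were recovered in this way for 14189 genes and estimated to the nearest read for the other 8, which were left out of tests on reads. The recovered reads summed to 44820047 for AS and 50723555 for the vehicle, which is 99.8% of the library sizes that the values imply, 44909701 and 50820748. The implied exon lengths were whole numbers for all 5234 recovered genes short enough for this to be tested. Of 13495 recovered genes with a single entry of the same symbol in GENCODE M21 (GRCm38), 94.2% had an implied length equal to the summed exon length there and 95.3% one within 1% of it. For 673 symbols no entry was found in that annotation. The 20 genes with most reads held 9.98% of the reads with AS and 10.9% with the vehicle. The depth gives narrow counting intervals for most genes, but counting error is only part of the error between 2 dishes of cells, and the part between replicates cannot be measured with 1 library per condition.

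The plan made before the data were examined assumed a table of counts with TMM normalization and an exact binomial test. Since the table holds RPKM, the planned fallback was used. Fold changes were taken as the log2 ratio of AS to vehicle with 0.1 RPKM added to both values, with the scaling of the authors, and genes with a log2 fold change beyond 1 in either direction were called differentially expressed, without a p-value. Tests on the recovered reads served as alternatives only. They were an exact binomial test and an exact negative binomial test with an assumed coefficient of variation of 0.1, 0.2 or 0.4 between replicates, each two-sided with Benjamini-Hochberg adjustment at 0.05, and they compare the libraries and not the conditions. Intervals are 95% Clopper-Pearson intervals of the reads of a gene in both libraries. Other alternatives were total count, TMM, median-of-ratios and upper-quartile scaling of the recovered reads with 0.5 reads added, 5 reads added, a minimum mean of 50 reads, the deeper library thinned to the depth of the other, and a fold threshold of 0.585. Chosen after seeing the data were 0 or 1 RPKM added, random lists matched also on exon length and GC content, and removal of the trend of the fold change with GC content, exon length and expression (medians in 20 bins each, 3 rounds). GC content was that of the longest transcript of the symbol in GENCODE M21. Removal of the trends leaves out genes without a GC content. It also takes away the median shift of all genes, 0.07. Medians before and after it are therefore on different scales, and only the places among random lists can be compared.

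A total of 18 gene lists were written by hand at the same time as the plan, in part after pathways named in Fig. 3A and Fig. 4A. They are cell cycle, apoptosis, response to endoplasmic reticulum stress, endoplasmic reticulum unfolded protein response, ER chaperone and ERAD targets of ATF6 and XBP1, ATF4 and amino acid response targets, aminoacyl-tRNA biosynthesis, DNA replication, steroid and terpenoid backbone biosynthesis, glycolysis, HIF-1 target genes, glutathione metabolism and transfer, NRF2 target genes, aryl hydrocarbon receptor target genes, interferon-gamma response, p53 target genes, S-phase genes and G2/M-phase genes. For each, the median log2 fold change was placed among the medians of 10000 random lists of the same size drawn from 20 bins of mean expression, and a list was said to stand apart outside the middle 95% of these. The alternatives were the mean in place of the median, random lists not matched, the list without the genes of Fig. 3C, and the Reactome set of the same name where at least 10 of its genes were matched. The enrichment score of the cell cycle list was a weighted running sum (weight 1) against 10000 random lists.

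The genes named are those the paper names, the 5 largest rises and the 5 largest falls among differentially expressed genes with a mean of at least 100 reads, and up to 4 rises and 4 falls of differentially expressed genes per list; any other gene is said to have been chosen after its values were seen. The result of 1 gene under this rule is not reported here. The computations ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data with the real genes, lengths and library sizes. The reads of 100% of 14197 simulated genes were recovered exactly, 100% of 200 genes changed by known fold changes passed the fold threshold with the right sign, the interval covered the drawn fold change for 95.3% of 14197 genes, and 5.13%, 5.10% and 4.73% of 14197 unchanged genes had a p-value under 0.05 in the exact negative binomial test at the coefficients of variation of 0.1, 0.2 and 0.4 they were drawn with. The changed genes were simulated with counting error only. Of 200 unchanged lists of 40 genes, 4% lay outside the middle 95% of random lists. These lists were themselves drawn at random, with independent noise per gene. The 4% therefore does not measure how often a list of genes that vary together stands apart. Real-time PCR, Western blots, knockdown, flow cytometry and animal experiments of the paper are not analysed here.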

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

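The lists below stood apart from matched random lists although the paper's text does not discuss them. Some were written because Fig. 3A or Fig. 4A names their pathway, others to separate the branches of the stress response. Those figures show the authors' enrichment in the same libraries. For lists named there, standing apart is therefore no independent finding. The tests on all branches of the stress response, on carry-over of RNA without a poly(A) tail, on the ATF4 targets among the cytosolic aminoacyl-tRNA genes and among the ER stress genes at 0.585, and the removal of trends for every list were chosen after the result was seen. With 1 library per condition, a difference between the 2 dishes other than AS, such as cell density or medium, cannot be told apart from AS for any of these patterns, since 1 library per condition gives no second dish to compare.

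The ATF4 and amino acid response targets had the largest shift of the 18 lists. Their median log2 fold change was 0.88 over 52 genes, above all 10000 random lists, and 20 of them rose by more than 1 while 0 fell by as much. The largest rises were those of Slc7a11, Trib3, Gpt2 (1.88) and Asns. The ER chaperone and ERAD targets of ATF6 and XBP1 did not rise with them. Their median was -0.03 over 32 genes, with 0 genes beyond 1 in either direction. A stress response that raises the targets of every branch would place that median above the random lists, and it lay at percentile 12.18. Hspa5 and Hsp90b1, chosen after their values were seen, had log2 fold changes of -0.10 and -0.24. Some genes go the other way. Within the chaperone and ERAD list, Ero1b rose by 0.50, Dnajb9 by 0.48 and Derl1 by 0.37. In that list 31.25% of the genes lay above the median of all genes. Outside it, Ern1 rose by 1.06 and Atf6 by 0.49. Of these rises, all but that of Ern1 were chosen after their values were seen. A trend of the fold change with GC content, length or expression is argued against as the whole cause, since the ATF4 median was 0.90 after such trends were removed. The ATF4 genes were 10 of the 93 genes of the response to endoplasmic reticulum stress. Without them, 1 of the other 83 genes, Ern1, was beyond a log2 fold change of 1, where 0.658 are expected by chance. At a threshold of 0.585, 4 of the 83 genes were higher and 0 lower, where 2.06 higher ones are expected by chance. These were Ern1 and, chosen after their values were seen, Casp4, Nfe2l1 and Atf4, and their number lay at percentile 89.38 of the random lists. This is consistent with the hypothesis that most of the rises in the ER stress term in these libraries are those of ATF4 targets and that AS raises ATF4 activity more than chaperone transcription at 24 h. It was not tested at other times, and amino acid shortage, which raises the same genes, stays open.

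The aminoacyl-tRNA biosynthesis list had a median of 0.16 over 44 genes, at percentile 99.54. After removal of the trends it was 0.048 over the 42 genes with a GC content, at percentile 88.65, within the random lists. Part of the fall from 0.16 comes from the centring of all genes in that removal. A trend with GC content, length or expression may still account for the place of the whole list. It does not account for the 23 genes of the cytosolic part, whose median was 0.45, and 0.26 after the trends were removed (21 genes with a GC content), above all random lists. Of these 23 genes, 12 are also in the ATF4 list, among them all 10 that rose by at least 0.585, and their median was 0.83. The other 11 had a median of -0.035, at percentile 23.51, so the rise may rest on the ATF4 targets and is not a pattern apart from them. The 21 mitochondrial genes had a median of 0.09. Aars and Lars rose by more than 1.

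The S-phase genes (median -0.39), the DNA replication genes (-0.30) and the G2/M-phase genes (-0.14) were lower than all matched random lists. With the trends of GC content, length and expression removed, the medians were -0.48, -0.32 and -0.16, which argues against such a trend as the cause. Of the 116 genes of the cell cycle list, 10 were also in the S-phase or DNA replication lists. The lower values were not confined to these 10, since the 106 other genes had a median of -0.079, still below all random lists. The 106 genes still include Cdc7 and Orc1, chosen after their values were seen, so they are not free of replication genes. The median of the whole list was -0.14 after the trends were removed. A lower share of cells in S phase after AS is a candidate explanation that goes with these values, and medium or density differences between the dishes stay open.

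The steroid and terpenoid backbone biosynthesis list had a median of -0.48 over 29 genes, of which Idi1 alone fell by more than 1 (-1.03) and 13 fell by at least 0.585. With trends removed the median was -0.59, which argues against a GC, length or expression trend. Idi1 has a processed pseudogene in the table, so its reads are uncertain. Sterols in the medium or AS itself could both lower these genes, and neither was tested.

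The glycolysis list (median -0.43 over 23 genes) and the HIF-1 target genes (-0.32 over 31 genes) were lower in the median. The HIF-1 genes did not all go 1 way. In that list Ankrd37 fell by 1.13 and Stc2 rose by 1.34, and at a threshold of 0.585, 4 genes were lower and 3 were higher, with the higher ones at percentile 97.82 of the random lists. Those were Stc2 and, chosen after their values were seen, Vegfa (0.59) and Pfkfb3 (0.61). The glycolysis median was -0.39 with trends removed, and the 22 HIF-1 genes outside the glycolysis list had a median of -0.32, so neither a GC, length or expression trend nor the shared glycolysis genes account for the pattern. The oxygen and density of each dish are not known. They could lower many of these genes, but were not tested, and the rises go against a common fall of all HIF-1 targets.

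The NRF2 target genes had a median of 0.47 over 31 genes, above all random lists, and 7 rose by more than 1, among them Slc7a11, Aldh3a1, Gsta1 and Nqo1 (1.77). Without the 1 gene shared with the ATF4 list the median was 0.46, and with trends removed it was 0.43, so neither accounts for it. The glutathione metabolism and transfer list, which shares genes with it, had a median of 0.20 over 29 genes, and 0.19 with trends removed. Its largest rises were those of Gsta1, Gclc (1.19), Gsta4 (1.11) and Gstm1 (1.03), each of them also in the NRF2 list. The glutathione list was not recomputed without the shared genes. Its shift may rest on them and is not shown to be a pattern apart from the NRF2 targets. Members of the glutathione transferase families resemble each other in sequence, and how the authors counted reads shared between them is not stated. An effect of AS on NRF2 is a hypothesis that these libraries alone do not settle.

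The interferon-gamma response list had a median of 0.22 over 40 genes, at percentile 99.8, and Gbp4 (1.52), Gbp8 (1.28), Gbp10 (1.16) and Gbp6 (1.05) rose by more than 1. With trends removed the median was 0.15, still apart from random lists. Without the guanylate-binding protein (Gbp) genes it was 0.073 over 31 genes, at percentile 52.82, so the shift may rest on the Gbp genes alone. Gbp4, Gbp6, Gbp8 and Gbp10 lie on chromosome 5 between 105014150 and 105293698, and Gbp4 and Gbp8 overlap there. They resemble each other in sequence, so the split of reads between them is uncertain, and whether 1 or several of them changed cannot be read from the table.

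Structural RNAs without a poly(A) tail were far lower in the AS library. Rn7s1 had 10 reads with AS and 376 with the vehicle, a log2 fold change of -4.88, and Rn18s-rs5, an 18S ribosomal RNA copy, had 84282 and 282401 reads, a log2 fold change of -1.57. Rpph1, the RNA of RNase P, had 2 and 154 reads; Rpph1 and Rn18s-rs5 were chosen after their values were seen. The 3 genes that still passed the threshold at an assumed coefficient of variation of 0.4 were Gm54587, Rn7s1 and Rpph1. A candidate explanation is a different carry-over of RNA without a poly(A) tail in the 2 libraries. The 37 small nucleolar RNAs, another class without a poly(A) tail, had a median of -0.20, below all matched random lists, although only 62.2% of them were below 0. They are short, and short genes were lower in general, so the test does not separate carry-over from length. An effect on the other genes through the library totals is argued against, since leaving out 9 such RNAs (0.192% of the reads with AS and 0.572% with the vehicle) changed the log2 ratio of the library totals by 0.0055. No biological explanation was tested.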

How the results depend on the processing

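Over 25 results, 253 alternatives were computed, and 216 of them kept both the direction and the side of the threshold, or the count within 1.5 times. The 253 include TMM, median-of-ratios and upper-quartile scaling for each list. These move every gene by 1 constant, so a list's place cannot differ from that under total count scaling. For the lists they are no separate check. No minimum on reads gave the same genes as the minimum of 10, since the lowest gene has a mean of 29.5 reads, and it is not counted. Nor are a minimum of 50 reads where it removes no gene of a list, or the Reactome sets of the ATF4 (2 genes), aminoacyl-tRNA (2) and chaperone (9) lists, which matched under 10 genes. No paired analysis was possible because each condition has 1 library. The alternatives with no RPKM or 1 RPKM added, with the exact binomial test added, with random lists matched on expression, length and GC content, and with the trends removed were chosen after seeing the data.

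The number of differentially expressed genes, 138, was the result that moved most. It was 791 with a fold threshold of 0.585, and 21 and 3 in the exact negative binomial test at an assumed coefficient of variation of 0.2 and 0.4. With total count scaling of the recovered reads it was 217, with the deeper library thinned 233, and with the exact binomial test added 217, since 0.5 reads weigh less on low genes than 0.1 RPKM. No RPKM added gave 227 genes and 1 RPKM gave 54. All 21, 3 and 54 genes were among the 138. The share of higher genes was 68.1%, and it moved by over 10 points with upper-quartile scaling (118 higher and 88 lower, 57.3%) and at the coefficient of variation of 0.4 (0 higher and 3 lower). Relative to Gapdh, which is not counted among the alternatives, Ddit3 rose by 2.12. Under every alternative run the log2 fold change of Ddit3 stayed between 1.60 and 1.68. At the coefficient of variation of 0.4, where its log2 fold change is 1.68, the adjusted p-value of the exact test was 1, against 2.42e-12 at 0.1 and 0.0472 at 0.2. The cause is the assumed spread, which the data cannot supply. A measure that can be had is the spread over the 6709 genes with a mean of at least 1000 reads, whose quartiles of -0.08 and 0.20 would need a coefficient of variation of 0.099 if none of them had changed. It says nothing about how much a stress gene such as Ddit3 varies between dishes.

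The cell cycle list and its enrichment score stood apart under every alternative run, as did the ATF4, DNA replication, steroid and terpenoid backbone, glycolysis, HIF-1, glutathione, NRF2, S-phase and G2/M-phase lists. Of the counts of list genes past the fold threshold, 1 for cell cycle became 10 at 0.585 and 0 at the coefficient of variation of 0.2. For apoptosis 3 became 6 and 1, for the response to endoplasmic reticulum stress 7 became 11 and 2, and for the unfolded protein response 5 became 1 at 0.2. These follow from the thresholds themselves.

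The apoptosis list, whose median of 0.06 does not stand apart, changed its side of the random lists' median with random lists not matched (0.062), with the Reactome set (-0.045, now apart and lower), with 1 RPKM added (0.044), with random lists matched on expression, length and GC content (0.062) and with the trends removed (-0.017). Likewise the response to endoplasmic reticulum stress list did with random lists not matched (0.064). The aryl hydrocarbon receptor list did without the genes of Fig. 3C (0.062). Taken as means, the response to endoplasmic reticulum stress (0.18), unfolded protein response (0.20), aryl hydrocarbon receptor (0.87) and p53 (0.25) lists stood apart, since the mean follows a few large rises. The p53 list, just inside the limit with a median of 0.19, also stood apart with random lists not matched (0.19), with 1 RPKM added (0.16), with lists matched on expression, length and GC content (0.19) and with trends removed (0.17). The aryl hydrocarbon receptor list, with 9 genes, did so with 1 RPKM added (0.23) and with lists matched on expression, length and GC content (0.24). The chaperone list stood apart downward with trends removed (-0.093). Inside the random lists fell the aminoacyl-tRNA list with lists matched on expression, length and GC content (0.15) and with trends removed (0.048), and the interferon-gamma list with the Reactome set (0.12). Apart from the means and the trends, the cause was not tested.

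From the tenth of genes with the shortest to that with the longest exons the median log2 fold change went from -0.05 to 0.15, and from the lowest to the highest GC content from 0.11 to 0.01. From the lowest to the highest expression it went from 0.10 to -0.05. Against total count scaling of the recovered reads, the other scalings lowered all log2 fold changes by 0.07 to 0.08. By construction this cannot change the place of a list among random lists. The medians of the apoptosis list and of the response to endoplasmic reticulum stress list, both 0.06, are below 0 after them. The depth limits single low genes such as Endog. The lists were not recomputed with the deeper library thinned.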

Differences from the paper's values

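Fig. 3C gives the level of 10 genes as a colour, whose scale goes with the RPKM of the deposited values for Gsta4, Ddit3, Slc3a2, Nupr1, Aldh3a1, Lars, Aars and Stbd1. For Asns the paper's values are about 50 in the control and about 16 with AS in Fig. 3C, read by eye, where the table has an RPKM of 14.3 with the vehicle and 48.3 with AS. For Slc7a5 the paper's values are about 50 in the control and about 18 with AS in Fig. 3C, read by eye, where the table has 17.5 with the vehicle and 45.03 with AS. Both genes are thus drawn as lower with AS and are higher with AS in the table, with log2 fold changes of 1.69 and 1.30 even with TMM normalization. None of the alternatives set before the data were examined changes an RPKM value.

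In Fig. 3A the number of genes of the cell cycle pathway is about 25, read by eye, against 1 gene of the cell cycle list beyond a log2 fold change of 1 here. The fold threshold of 0.585 gave 10 and the exact negative binomial test at an assumed coefficient of variation of 0.2 gave 0, and none of the alternatives set before the data were examined closed the gap. For the apoptosis pathway Fig. 3A shows about 20 genes, read by eye, against 3 here, 6 at 0.585 and 1 with the exact test, and none of these closed the gap. In the authors' deposited table 24 genes of the cell cycle list have a p-value under 0.05 whatever their fold change, which is close to the paper's number, and 12 of the apoptosis list have, which is not; this count was chosen after seeing the values. The lists here were written by hand and are not the KEGG lists.

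In Fig. 4A the paper's counts are about 6 genes for the response to endoplasmic reticulum stress and about 5 for the unfolded protein response, read by eye, against 7 and 5 here. At 0.585 the first was 11, and in the exact test at 0.2 they were 2 and 1. The enrichment score of about -1.8 in Fig. 3B, read by eye, stands beside -1.94 here, and the unweighted score was -4.04.

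The legend of Fig. 3 calls the genes of the heatmap the top differentially expressed genes. In the authors' deposited table, ordered by p-value, they stand between number 4 (Aldh3a1) and number 53 (Lars), and Slc7a11, which is number 1 there, is not drawn.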

Other observations

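The test on the deposited p-values and the removal of trends were chosen after the result was seen. An exact negative binomial test of the recovered reads with an assumed coefficient of variation of 0.1 gave a p-value whose log10 differed from the deposited one by 3.98e-05 in the median of 14189 genes, and by under 0.01 in 85.5% of them. With 0.05, 0.2 and 0.4 the median differences were 0.316, 0.19 and 0.283. This is consistent with p-values computed with a fixed coefficient of variation of 0.1. The paper's text does not give such a value. At 0.1 an adjusted p-value under 0.05 was reached by 347 genes, at 0.2 by 21 and at 0.4 by 3, so the number of genes that pass depends on that assumption.

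The paper measured some genes by real-time PCR in other samples, with Gapdh as the internal control. In the RNA-seq libraries Gapdh itself had a log2 fold change of -0.45 (-0.52 with TMM normalization), with 11956 reads with AS and 18440 with the vehicle. Ddit3 would rise by 2.12 and Ern1 by 1.51 relative to Gapdh, against 1.68 and 1.06 relative to the library total. Bcl2 had a log2 fold change of 0.41 (95% Clopper-Pearson interval 0.34 to 0.49) and 0.86 relative to Gapdh. Mki67 had one of -0.29, and 0.16 relative to Gapdh, so its direction depends on the reference. The paper's real-time PCR of ki-67 and Bcl-2 (Fig. 2A and Fig. 2D) is of MDA-MB-231 and 4T1 cells at a later time, so these values are not set against it.

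Of the kinases whose phosphorylation the paper measured, the mRNA of Akt1, Akt2 and Mapk14 had log2 fold changes of -0.09, 0.07 and 0.08. With TMM normalization they were -0.16, -0.0021 and 0.02. These say nothing about phosphorylation.

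Ern1, the gene of IRE1, had an RPKM of 6.61 with AS and 3.12 with the vehicle. Xbp1, whose mRNA IRE1 splices, had a log2 fold change of -0.11, and Eif2ak3, the gene of PERK, one of 0.12, while Atf4 had one of 0.70; these 3 were chosen after their values were seen. Splicing of Xbp1 cannot be read from a table of reads per gene.

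The p53 target genes had a median of 0.19 over 22 genes, at percentile 97.44, just within the random lists, and Trp53inp1 rose by 1.38. Of these genes, 68.18% lay above the median of all genes. Cdkn1a (-0.12), Bax (-0.11), Fas (-0.07) and Btg2 (-0.32), chosen after their values were seen, did not rise. With the trends of GC content, length and expression removed the list's median was 0.17, at percentile 99.87. Such a trend is thus argued against as the cause of the list's shift. The aryl hydrocarbon receptor target genes had a median of 0.24 over 9 genes, at percentile 97.4, and Aldh3a1, Gsta1, Nqo1 and Slc7a5 rose by more than 1. The first 3 are also in the NRF2 list. Cyp1b1 and Tiparp, chosen after their values were seen, had log2 fold changes of 0.06 and 0.00.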
